# Construction and evaluation of a whole genome microarray of *Chlamydomonas reinhardtii*

**DOI:** 10.1186/1471-2164-12-579

**Published:** 2011-11-25

**Authors:** Jörg Toepel, Stefan P Albaum, Samuel Arvidsson, Alexander Goesmann, Marco la Russa, Kristin Rogge, Olaf Kruse

## Abstract

**Background:**

*Chlamydomonas reinhardtii *is widely accepted as a model organism regarding photosynthesis, circadian rhythm, cell mobility, phototaxis, and biotechnology. The complete annotation of the genome allows transcriptomic studies, however a new microarray platform was needed. Based on the completed annotation of *Chlamydomonas reinhardtii *a new microarray on an Agilent platform was designed using an extended JGI 3.1 genome data set which included 15000 transcript models.

**Results:**

In total 44000 probes were determined (3 independent probes per transcript model) covering 93% of the transcriptome. Alignment studies with the recently published AUGUSTUS 10.2 annotation confirmed 11000 transcript models resulting in a very good coverage of 70% of the transcriptome (17000). Following the estimation of 10000 predicted genes in *Chlamydomonas reinhardtii *our new microarray, nevertheless, covers the expected genome by 90-95%.

**Conclusions:**

To demonstrate the capabilities of the new microarray, we analyzed transcript levels for cultures grown under nitrogen as well as sulfate limitation, and compared the results with recently published microarray and RNA-seq data. We could thereby confirm previous results derived from data on nutrient-starvation induced gene expression of a group of genes related to protein transport and adaptation of the metabolism as well as genes related to efficient light harvesting, light energy distribution and photosynthetic electron transport.

## Background

*Chlamydomonas reinhardtii *is widely accepted as a model organism regarding photosynthesis, circadian rhythm and biotechnology for several decades. With the first design of a *C. reinhardtii *microarray [1], transcriptomic analyses in this organism could be conducted. This first generation microarray contained 10000 transcript models with 8667 of them being associated with current transcript models covering about 87% of the predicted genome [2] with nearly 10000 genes. However, rapid progress in genome annotation [3] resulted in improved transcriptome data [4] which clearly demanded the design of a new microarray platform for advanced and general transcriptome analyses. Microarrays are relatively cheap and reliable systems to analyze transcript levels on a routine basis and they are perfectly complementary to the recently established RNA-seq platforms [5]. The advantages of RNA-seq are manifold, e.g. the higher gene coverage and the increased sensitivity for differential gene expression [5-10]. The characterization of new gene models and splicing variations are easier to predict, as well as the detection and characterization of mutation sites [11]. However, the results of RNA-seq are still critical to examine and high reproducibility is often difficult to achieve. As a typical consequence, an overestimation of high abundant genes and length dependent amplification has been reported using RNA-seq [12-14]. These internal biases are still under discussion and data analysis and data normalization clearly need to be improved. Additional advantages of microarrays compared to RNA-seq are still the significant lower costs (between 10-100 times) and the good coverage of exon based transcript levels, with around 90% [13], where extremely deep sequencing would be necessary in order to achieve the same transcript coverage with RNA-seq. Furthermore, microarray experiments are less time consuming, allow the run of multiple replicates and established analysis platforms for routine transcript level analyses are available. However, the current microarray platform [1], with 10000 features, covers just 87% of the predicted genome and many newly annotated genes are missing [2]. Based on estimations using the *Chlamydomonas *genome, up to 17000 transcript models are expected to be present in this green algae [4,15].

Generally, *C. reinhardtii *adaption to varying stress conditions can be best evaluated by using -omics approaches. Transcriptome studies were performed by different applications, e.g. microarray or RNA-seq, during nutrient starvation [16-18], anaerobiosis [19], hydrogen production [20], oxidative [21] or light stress [22]. The induction of genes responding to nutrient starvation, e.g. sulfur and nitrogen starvation is well documented and available data sets are used within this work to test the reliability of our newly designed microarray. A recent study investigating the effect of sulfur starvation [16] included a comparison of RNA-seq data with those acquired from microarray studies. The data comparison showed a good accordance between both methods. Adaptation to sulfur stress starts with an induction of genes responsible for nutrient transport accompanied by the repression of gene expression related to photosynthetic processes. In a later step, acclimatization/modulation processes include changes in the amino acid composition [23] of certain target proteins and the synthesis of starch [2]. Furthermore, lipid metabolism was shown to be affected under sulfur starvation caused by the physiological shift to anaerobic conditions [23,24]. In *C. reinhardtii *it is of particular interest that under sulfur depletion, plastidial hydrogenase activity and consequently hydrogen production is strongly induced [25,26]. Therefore, we also used existing transcriptome data sets of experiments to confirm gene expression pattern under sulfur starvation. So far, a number of studies employing high-throughput technologies including transcriptomics, proteomics and metabolomics have been carried out to describe the process of hydrogen production in *C. reinhardtii *[20,24,27].

Another well documented stress condition is the growth of *C. reinhardtii *under nitrogen starvation [28-30]. Recent analyses of gene expression variation under nitrogen starvation by RNA-seq [17] precisely describe adaptation processes of photosynthesis as well as of anabolic metabolism mechanisms (lipid and amino acid production). The high sensitivity of RNA-seq was demonstrated by monitoring differences in expression rates of low abundant genes coding for transcripts involved in regulatory processes. In detail, it could be concluded that nitrogen starvation results in a decreased photosynthetic gene expression and activity, increased lipid accumulation and induction of gametogenesis.

In this present study, we performed microarray experiments with our newly developed *C. reinhardtii *full genome microarray to prove its suitability for differential transcript analyses and for comparing time-course global expression profiles of *C. reinhardtii *under starvation conditions. Additionally, we tested the sensitivity of the array for identifying knockout mutations.

## Results

### Design

Microarray design was based on data sets provided by the JGI 3.1 genome annotation of *C. reinhardtii*. This new *Chlamydomonas reinhardtii *microarray platform is now available under the Agilent^© ^access number 024664. The microarray design is, however, not fixed: a crucial advantage is that newly annotated genes can easily be added to this array. The adapted new transcriptome consists of 15000 annotated nucleus-encoded gene models. We designed 60 mer oligonucleotides using two software tools: ARRAY-EXPRESS^© ^and PROMIDE^©^. The detailed origin for each probe and probe sequence is summarized in additional file 1, Table S1. Both software tools were used to design temperature and position optimized probes (5'-3' bias). As a result, we determined sequence optimized probes for 14557 gene models, which represent 93% coverage of the transcriptome based on the JGI3.1 genome annotation. 

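Each deposited array holds 45218 spots, of which 43801 carry transcript probes and 1417 carry controls. The transcript spots belong to 43705 different probes. Probes of 14557 transcript models were found, and each of these models has 3 probes, numbered after the JGI identifier of the model. A further 16 probes were spotted 7 times each, and 18 custom probes bear no JGI identifier. The control spots include 10 spike-in probes with 32 spots each, which bind RNA added in known amounts during labeling and no *C. reinhardtii* transcript. Of the 14557 JGI identifiers, 12302 (84.5%) are kept as older locus names in the NCBI annotation of the v5.5 assembly.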

We were unable to determine specific probes for the remaining transcript models. In Figure 1, the chemical properties of the designed probes are described. The G/C content of the probes varied between 40 and 60% (Figure 1A) and melting temperature distribution for all probes was between 80 and 90°C, (Figure 1B).

**Figure 1:**
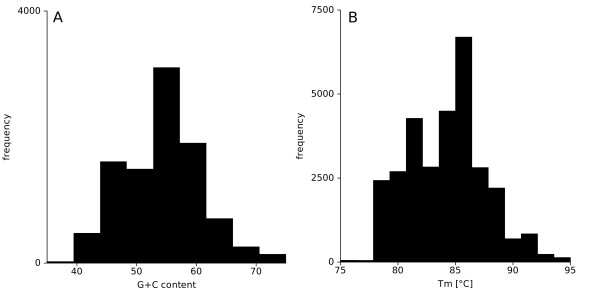
Chemical properties of the designed transcript probes for a *Chlamydomonas reinhardtii *4*44 k *Agilent *microarray: (A) Histogram of the G+C content and (B) Histogram of the melting temperature (Tm).

Additionally, we used 8760 approved sequences from the first generation *C. reinhardtii *microarray, adapted to the Agilent^© ^platform [3] and added the probes as a third replicate to our microarray platform. However, according to our BLAST analysis (reference: AUGUSTUS 10.2) are just 7200 probes specific for one transcript model and we used just proved probes for our new microarray platform.

Finally, we compared the new determined probe sequences with the new published annotation (AUGUSTUS 10.2) and could confirm *in silico *by BLAST analysis http://blast.ncbi.nlm.nih.gov/ the hybridization specificity for 70% of the 14557 transcript specific sequences. The remaining probes showed potential cross hybridization properties (7%, with more than 3 mismatches in the sequence) or could not be aligned to current transcripts (23%). It should be noted that the genome annotation of the *C. reinhardtii *genome is not yet finished and the final number of transcript models is still under discussion. Detailed information about the specificity and potential cross hybridization targets is provided in additional file 2, Table S2.

### Testing

We used identical RNA samples from cells grown for 24 h under sulfur starvation to check Cy-3 and Cy-5 labeling. 

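The dye test was carried out on 2 arrays of 1 slide with RNA of the wild type cc125, and the sample labels give 24 h of sulfur starvation for both channels. On such an array the RNA labeled with Cy3 and the RNA labeled with Cy5 compete for the same probes, so that equal amounts of a transcript in both channels give a log2 ratio near 0. The authors deposited the output of the Feature Extraction software for each array. It holds the intensity of each spot in both channels after background subtraction and dye correction by the software, the uncorrected median intensities, and marks for spots that are uneven, saturated or not well above background. From the corrected intensities the log2 ratio of Cy5 over Cy3 was computed without any further normalization. Spots marked as uneven or as outliers among the spots of their probe were left out, which removed 3.58% of the transcript spots on the first array and 0.046% on the second. Saturated spots were kept. The first array had 40518 of the 43705 probes (92.7%) well above background in at least 1 channel, and the second had 43062 (98.5%). With the marked spots left out, values are given over 38991 of these probes on the first array and 43050 on the second, for each array on its own, without an SD between replicates and without a test.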

Successful pre-correction was achieved with the feature extraction software (10.7.3.1). As a result we could demonstrate that labeling is nearly identical with both dyes. 

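Before any correction the Cy5 channel was the brighter one on both arrays. The median intensities of the spots gave a median log2 ratio of Cy5 over Cy3 of 0.62 on the first array and 0.93 on the second, and with the local background subtracted the medians were 0.43 and 0.82. In the intensities corrected by the software the medians were -0.01 and 0.06. The numbers of probes well above background differed little between the channels, with 40289 in Cy3 and 39871 in Cy5 on the first array and 43023 and 41126 on the second. The error model of the software gave a p under 0.01 to 550 spots brighter in Cy5 and 1091 brighter in Cy3 on the first array. On the second array the numbers were 7351 and 8426 spots.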

The Cy3/Cy5 log 2 ratio showed a good distribution around 0 and therefore an additional dye-specific correction is not necessary (Figure 2). 

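The spread around 0 differed between the 2 arrays. On the first array the log2 ratio had an SD across probes of 0.31 and an interquartile range of 0.37, and 0.48% of the probes lay beyond a 2-fold difference between the channels. On the second array the SD was 0.97 and the interquartile range 0.87, and 20.9% of the probes lay beyond 2-fold. A wrong label of the second array is not excluded. On it, 36 of the 38 genes of the paper's Table 2, on sulfur starvation, had the sign of the paper's value. Its spread therefore does not measure the dyes alone. A loess normalization on brightness, which removes a dye difference that depends on intensity, left the SD at 0.30 and 0.97. Of the alternatives, normexp background correction of the median intensities followed by loess lowered the SD most, to 0.16 and 0.66. With it 0.0385% and 9.51% of the probes lay beyond 2-fold, and the interquartile range, 0.174 on the first array and 0.145 on the second, was no longer wider on the second. Across the 40454 probes well above background on both arrays, the normalized log2 ratios of the 2 arrays had a Pearson correlation of 0.213. Probes are not independent replicates, and with 1 value per probe and array no test was made. From the distribution of the log2 ratio around 0, the paper concludes that no additional dye-specific correction is needed.

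**Figure D1:**
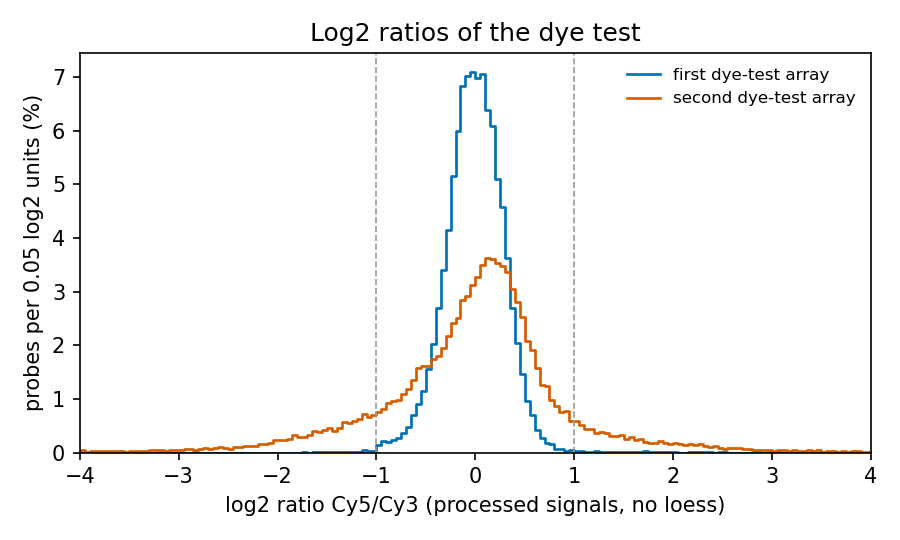
Log2 ratios of Cy5 over Cy3 on the 2 dye-test arrays, as the share of probes (%) per bin of 0.05 log2 units, for probes well above background in at least 1 channel. The dashed lines mark a 2-fold difference, beyond which lie 0.48% of the probes of the first array and 20.9% of those of the second. A wrong label of the second array is not excluded, so its spread does not measure the dyes alone.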

To ensure that any remaining differences between the two labeling dyes are equalized, all computed log2 ratios were normalized. Following the recommendations of [31], a normalization method based on robust local regression (lowess) was utilized for this purpose.

**Figure 2:**
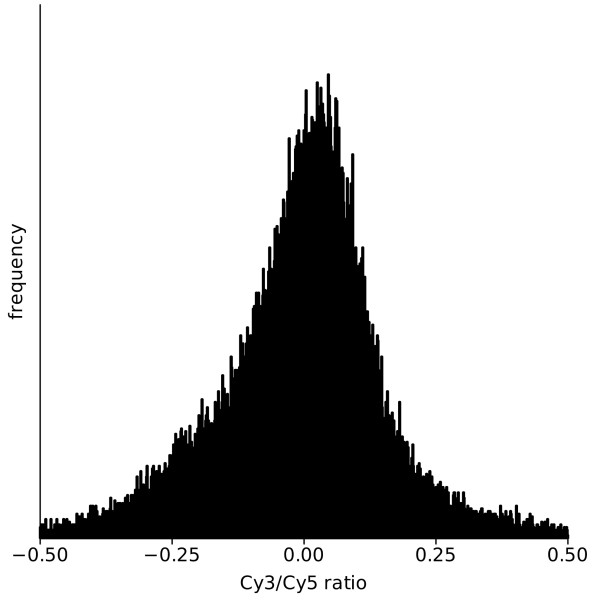
**Testing of the Cy-3 and Cy-5 labeling pre-correction with the feature extraction software (10.7.3.1.), using identical RNA samples of *Chlamydomonas reinhardtii***.

Normalization and analysis were carried out with the in-house developed EMMA2 software [32]. To test the reproducibility of the data, a 6 fold replication with labeled RNA samples taken from starvation experiments was performed. 

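The replication experiment was read from 6 arrays with RNA of the wild type cc3491. On each array the T0 sample was labeled with Cy3 and the sulfur-starved sample with Cy5, so that a positive log2 ratio of Cy5 over Cy3 stands for a higher level under starvation. Arrays 1 to 4 lie on 1 slide, and arrays 5 and 6 on another. No array had the dyes exchanged, so a dye effect of a probe adds to its log2 ratio. The sample labels give the starvation time in 2 ways, as 24 h in all titles and as 24, 48, 72, 96, 24 and 48 h in the description of arrays 1 to 6, and the paper's text gives no time for this experiment. The arrays were therefore taken as sulfur-starved against T0 without a time. Which arrays are the biological and which the technical replicates is stated neither in the paper's text nor in the labels, and all 6 entered as separate arrays.
The deposited intensities had been corrected by Feature Extraction in the same way as in the dye test. Their log2 ratios were normalized by loess within each array, marked spots were left out, between 0.011% and 0.073% of the transcript spots per array, and the spots of a probe were averaged. The precision is limited by the number of arrays and by their brightness. Arrays 3 and 4 had 22169 and 24466 probes well above background in at least 1 channel, and arrays 5 and 6 had 18193 and 16825. Arrays 1 and 2 had 2180 and 2463 such probes, 4.99% and 5.64% of all. The 99th percentile of the Cy3 intensity above local background was 54.0 and 52.0 on arrays 1 and 2, against 31490 to 35450 on the other 4. The 16732 probes well above background in at least 1 channel on at least 4 arrays were tested. For most of them arrays 1 and 2 thus add log2 ratios of signals at background.

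**Figure D2:**
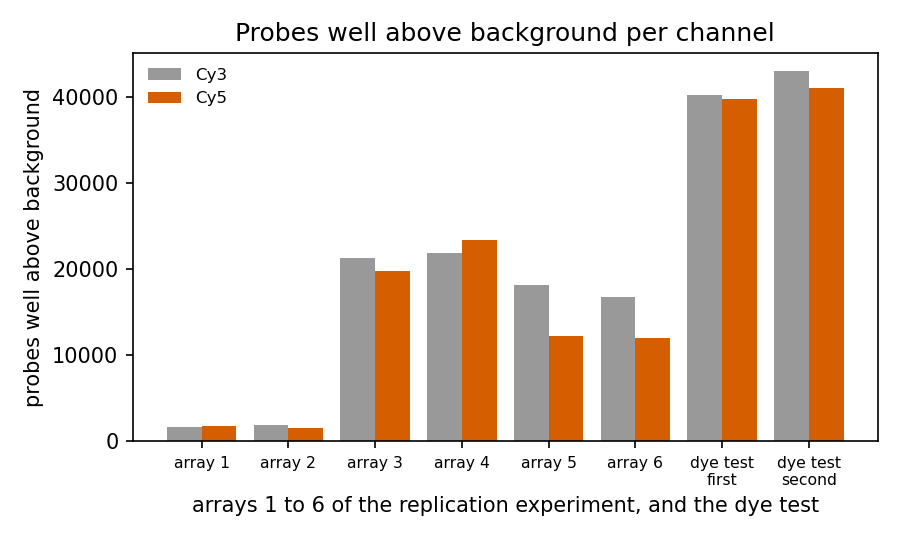
Number of probes well above background in the Cy3 and the Cy5 channel of the 6 arrays of the replication experiment and of the 2 dye-test arrays. Arrays 1 and 2 have between 1562 and 1931 such probes per channel, while the other 6 arrays have at least 11990.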

The high similarity of the data sets with a log2 ratio variation between 20 and 35% for all differential expressed genes derived from three biological and three technical replicas demonstrated the robustness of the system (Figure 3). 

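The mean log2 ratio of each probe was tested against 0 with limma, with Holm adjustment over the 16732 probes, and 6 probes were called with an adjusted p under 0.05 and a change of at least 2-fold, 2 higher and 4 lower under starvation. The largest fall was that of probe 3 of model 158519, named *FMG1-B*, a flagella membrane glycoprotein, in the paper's Table S4. Its mean log2 ratio was -2.63 ± 0.35 (SD, n = 6 arrays; standard error 0.14, limma adjusted p = 0.00379). The largest rise was that of probe 3 of model 112775, the histone gene *HTB10*, with 1.42 ± 0.22 (SD, n = 6 arrays; standard error 0.11, limma adjusted p = 0.0383). On arrays 3 to 6 alone its limma adjusted p was 0.203. The other called probes were probe 3 of model 141798 with a mean of -2.38, probe 1 of model 152047 with -1.70, probe 1 of model 206232 with -1.55 and probe 3 of model 195352 with 1.42. Each of the 6 probes changed in the same direction on all 6 arrays, but on arrays 1 and 2 only that of model 141798 was well above background, and on 1 of them. The calls of models 158519, 112775, 141798 and 195352 rest on probe 3. By the paper's methods, an added probe per transcript was based on the earlier array. The paper left such probes out of its starvation analysis, for lower log2 ratios and possible cross hybridization of many. If probe 3 is that probe, the calls of these models may not be comparable with the paper's differentially expressed genes. The number of calls rested on single arrays. It was 2 without array 3, 3 without array 4, and 1 without array 5 or without array 6. With normexp background correction 1 probe was called, and it was none of these 6. The paper states 3 biological and 3 technical replicas, and when the arrays were averaged in pairs, which leaves 3 values per probe, limma called 0 probes in each of the 15 possible pairings, with between 2075 and 5569 probes at an unadjusted p under 0.05. Of the alternatives set beforehand, subtracting the mean of the dye-test arrays moved the number most, to 386 probes. The same values were subtracted from every array, so the error of the dye-test arrays did not enter that test. Fitting the dye-test arrays together with the 6 arrays gave 7 calls. Subtracting the first dye-test array alone, a setting chosen after seeing the data, gave 19, so most of the 386 come with the second. With Benjamini-Hochberg adjustment in place of Holm, 72 probes were called, 27 higher and 45 lower.
The variation of the log2 ratio, taken as the SD over the 6 arrays divided by the size of the mean, lay between 5.92% and 15.3% over the 6 called probes, with a median of 12.0% and quartiles of 9.85% and 13.6%. Over the 72 probes called with Benjamini-Hochberg adjustment it lay between 5.92% and 44.8%, with a median of 30.9%. Either test favours probes with a small SD. Over the 810 probes with a mean change of at least 2-fold, called or not, the median variation was 77.7%, and over arrays 3 to 6 alone it was 14.6% for 1580 such probes. These last values, and the 252 probes called by limma with Holm adjustment on arrays 3 to 6 alone, 169 higher and 83 lower, come from settings chosen after seeing the data.
Across the 16732 probes, the log2 ratios of the 15 pairs of arrays had a median Pearson correlation of 0.0306. Without array 1, or without array 2, the median was 0.760. The 6 pairs among arrays 3 to 6 had correlations between 0.759 and 0.947, the highest for arrays 3 and 4. Arrays 1 and 2 correlated with each other at 0.461, and the 8 pairs of array 1 or 2 with arrays 3 to 6 lay between -0.00262 and 0.0306. The median was 0.0293 for the 7 pairs on the same slide, 4 of which join array 1 or 2 with array 3 or 4, and 0.395 for the 8 pairs on different slides. Among arrays 3 to 6 it was 0.854 for the 2 pairs on the same slide and 0.763 for the 4 pairs on different slides. These correlations are across probes, which are not independent replicates. From the similarity of the data sets and the variation between the replicas, the paper concludes that the system is robust.

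**Figure D3:**
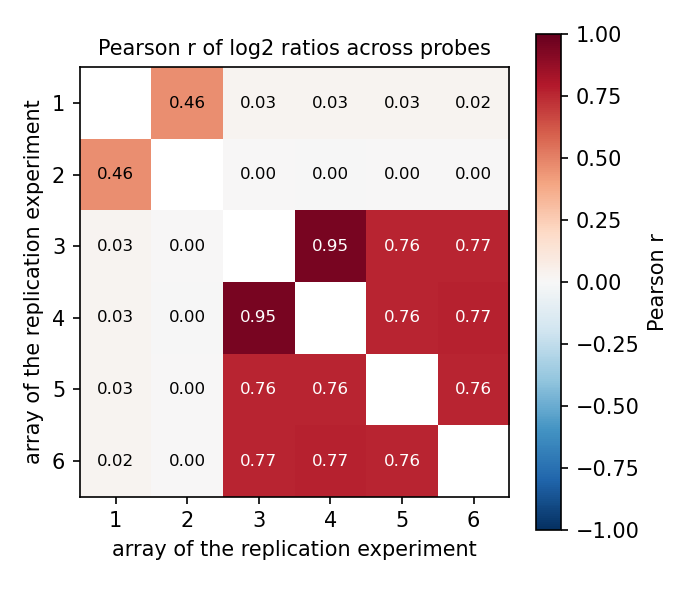
Pearson correlation, across 16732 probes, of the normalized log2 ratios of each pair of the 6 arrays of the replication experiment. Arrays 3 to 6 form a block with correlations between 0.759 and 0.947, and the 8 pairs of array 1 or 2 with these arrays lie near 0.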

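Variation between spots of the same probe was measured on all 8 arrays for the 16 *C. reinhardtii* probes that were spotted 7 times and for the 10 spike-in probes with 32 spots each. The coefficient of variation of the corrected intensity over the spots of a probe was computed for each channel, where the probe was well above background. For the probes spotted 7 times, between 5 (arrays 1 and 2) and 15 (second dye-test array) were above background. The median coefficient of variation per array lay between 6.99% on array 6 and 16.1% on the first dye-test array, with a median over the arrays of 11.4%, and 78 of 176 values were under 10%. Saturated spots were kept here too. In 29 of the 176 values at least 1 spot was saturated, and of the other 147, 70 were under 10%, with a median over the arrays of 10.4%, a setting chosen after seeing the data. With the median intensity minus local background, the median over the arrays was 11.85%. The spike-in probes varied less in the corrected intensities, with medians per array between 3.41% and 8.33%, and 137 of 160 values under 10%. With the median intensity minus local background, their medians per array lay between 9.49% and 18.3%. The paper's text does not name the *C. reinhardtii* probes it used as internal controls, and whether they are the probes spotted 7 times is not known. The spike-in probes, which bind no *C. reinhardtii* transcript, are a separate measure.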

The internal *C. reinhardtii *specific control probes showed a variation smaller than 10% (data not shown) in all experiments and could be therefore considered as a reliable control parameter for further experiments.

**Figure 3:**
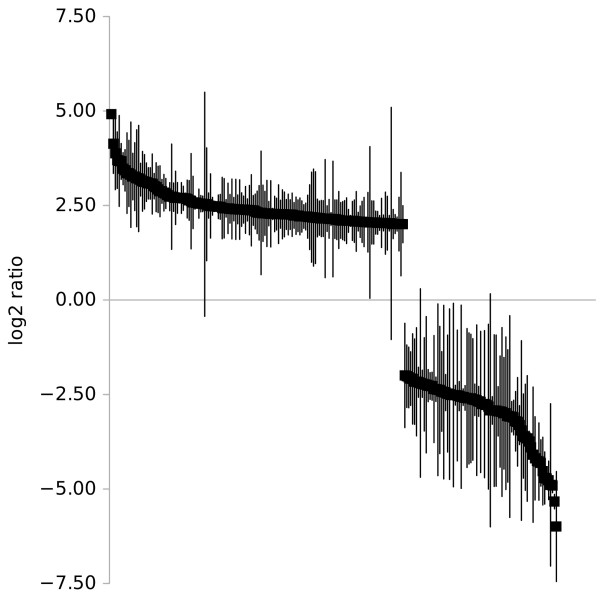
**Average values and standard deviations of Cy3/Cy5 log2 ratios from replication experiment (6 times) with *Chlamydomonas reinhardtii *RNA**.

### Starvation experiments

We performed sulfur and nitrogen starvation experiments with *C. reinhardtii *WT *cc3491 *to analyze the expression of genes responding to nutrient starvation. As a result 25000 probes showed a significant fluorescence signal against the background, and were therefore used for data analysis. With three independent probes per transcript, around 8000 transcript models could be analyzed in the experiments. It should be noted that results derived from the newly designed probes showed a good concordance. However data derived from the probes of the first generation array showed a lower log2 ratio in differentially expressed genes and blast analysis showed a high cross hybridization potential for many probes. We therefore decided not to include these data sets into the analysis. The data analysis resulted in the identification of a relatively small number of genes responding to the respective nutrient limitation conditions. We performed a cluster analysis using the software GENESIS^© ^(hierarchical cluster analysis using Ward and Euclidean distances) for differentially regulated genes, to detect time-dependent gene expression in response to nutrient stress, and could conclude that the majority of the genes showed a fast response to the nutrient stress with constant expression level over the whole time-course. The late-responding genes mainly belong to transcripts related to secondary effects like phosphorus stress or CO_2 _limitation.

### Nitrogen starvation

The response of gene expression during nitrogen starvation was in general higher and faster than during sulfur starvation conditions. Around 200 genes showed twofold increased expression levels whereas approximately 300 genes were detected with a twofold reduced expression (additional file 3, Table S3). Comparison with RNA-seq transcriptome data derived from nitrogen starvation experiments [17] revealed a very similar picture with an identical differential gene expression pattern for 60% of the transcripts. In [17] transcripts were analyzed using Illumina Solexa^© ^combined with the 454^© ^ultra-fast-sequencing which resulted in the identification of several more transcripts. Differences in the two datasets are most likely a result of differences in time length of starvation (72 h instead of 48 h) and of differences in the intensity of illumination (200 μmol m^-2 ^s^-1 ^instead of 80 μmol m^-2 ^s^-1^). Another reason could be the possible bias by overestimation of large transcripts and differences in the range of detection. Within our experiments we were able to confirm the up-regulation of components of the nitrogen transport systems, such as ammonia-, nitrate- and nitrite-transporters (see Table 1). From 7 annotated ammonium transporters (AMT), only *AMT4 *and *AMT1 *were up-regulated. This result was achieved with all three probes per transcript with a minimal log2 ratio of 4 and shows high similarities to earlier data provided by [17], however here some of the AMT transcripts were most likely miss-annotated. The nitrate transporter with the highest expression level was encoded by the locus Cre09.g410850.t1.1 As expected, the major nitrate transporter did not response to nutrient stress, since ammonia was provided as the nitrogen source in the growth medium. Furthermore, the up-regulation of one of the four annotated glutamine synthetases (*GLN3*, Cre12.g530600.t1.1) was confirmed, no up-regulation of *GLN1 *(Cre02.g113200.t1.1); *GLN2 *(Cre12.g530650.t1.1) and *GLN4 *(Cre03.g207250.t1.1) was detectable, similar results were obtained from the RNA seq data. Additionally, increased gene expression for one nitrite reductase (Cre09.g410750.t1.1) and one nitrate reductase (Cre09.g410950.t1.1) could be confirmed within our experiments. Interestingly, although under these conditions the majority of the photosynthetic gene transcripts were down-regulated, several genes related to photosynthesis showed an up-regulation in transcription rates. In detail, some genes responsible for PS light harvesting and energy distribution like *LHCA1*, *LHCSR3 *and several photosystem II subunits like *PSBX *and *PSBS1 *were up-regulated during nitrogen starvation. However, it is noteworthy and somewhat surprisingly that we detected at the same time down-regulation of *LHCSR1 *under nitrogen limitation, a result which is in good accordance to RNA-seq data. It has been reported that *LHSCR *genes are up-regulated under stress conditions and responsible for de-excitation of chlorophyll molecules in PS II [33,34]. Furthermore in good agreement with [17], none of the ribosomal related genes were up-regulated. We could further confirm the *NIT2 *induction (transcription factor regulating nitrogen metabolism) and the repression of *NAB1*, a nuclear encoded mRNA binding factor, which specifically binds and sequesters *LHCII *mRNA and prevents their translation [35-37]. Many carbonic anhydrases showed a down-regulation; however the mitochondrial carbonic anhydrase (Cre05.g248450.t1.1) was up-regulated. Regarding the TCA-cycle the transcript level of the citrate synthase (Cre12.g514750.t1.1) increased during nitrogen starvation, in contrast to the isocitrate lyase 1 (*ICL1*) which was not affected in our experiments. Additionally, our data indicated an up-regulation of several genes induced by phosphate starvation, like *PSR1 *(phosphorus starvation response 1 protein, transcriptional regulator) as earlier described [18]. PSR1 however, did not show an increased level of expression within the RNA-seq data. Again, the reason for the differences could be due to the longer starvation period leading to secondary effects.

**Table 1:** Comparison between RNA-seq [17] (48 h) and microarray data for *Chlamydomonas reinhardtii *cultures incubated under nitrogen starvation conditions For microarray data average values for important genes during 96 h starvation are displayed (24 h, 48 h, 72 h, 96 h).

Reporter Identifier	Reporter Name	Reporter Description	Log2 ratio microarray	Log2 ratio RNA seq
	**nitrogen related genes**			
182971	NSG13	"nitrogen-starved gametogenesis 13"...	5.0	3.6
184661	NIT1	"nitrate reductase"...	4.6	7.9
192085	NII1	"Nitrite reductase"...	4.4	7.7
205647	NIT2	"transcription factor regulating nitrogen metabolism"...	1.5	2.6
188890		"NADH nitrate reductase"...	3.0	5.2
156131	AMT4	"Ammonium transporter"...	5.1	7.2
158745	AMT1	"Ammonium transporter"...	3.1	5.5
133971	GLN1	Glutamine synthetase	0.9	1
129468	GLN2	Glutamine synthetase	0.1	-0.3
136895	GLN3	Glutamine synthetase	6.5	6.6
147483	GLN4	Glutamine synthetase	2.3	1
				
	**photosynthetic related genes**			
184724	LHCSR1	"stress-related chlorophyll a/b binding protein 1"...	-2.4	-1.2
184731	LHCSR2	"Stress-related chlorophyll a/b binding protein 2"...	3.7	2.6
184730	LHCSR3	"Stress-related chlorophyll a/b binding protein 3"...	3.8	1.7
				
196341	PSBS1	"chloroplast Photosystem II-associated 22 kDa protein"...	2.0	6.9
171516	PSBS2	"chloroplast Photosystem II-associated 22 kDa protein"...	-0.3	
196341	PSBX	"4.1 kDa photosystem II subunit"...	-2.1	6.9
205940	PSAL	"Photosystem I reaction center subunit XI"...	-2.4	0.0
192478	PSAK	"photosystem I reaction center subunit psaK"...	-2.3	-3.4
				
184810	LHCB4	"chlorophyll a-b binding protein of photosystem II"...	-2.4	-2.3
187025	LHCA8	"light-harvesting protein of photosystem I"...	-2.2	-4.6
192961	LHCA7	"light-harvesting protein of photosystem I"...	-2.5	-5.0
186299	LHCA6	"light-harvesting protein of photosystem I"...	-2.7	-5.4
153678	LHCA4	"light-harvesting protein of photosystem I"...	-2.6	-4.5
206001	LHCA1	"light-harvesting protein of photosystem I"...	-3.2	
184397	LHCBM3	"Light-harvesting complex II chlorophyll a-b binding protein M3"...	-2.0	-3.7
184479	LHCBM9	"chlorophyll a-b binding protein of LHCII"...	-0.2	-1.5
126810	NAB1	"nucleic acid binding protein"...	-1.6	-4.1
				
	**other genes**			
185841	RDP3	"Rhodanese domain phosphatase"...	2.4	-3.4
196438	PTB5	"sodium/phosphate symporter"...	5.3	0.6
196465	PTB5	"sodium/phosphate symporter"...	4.3	1.7
183357	PTB3	"sodium/phosphate symporter"...	3.8	-0.6
96789	GPD4	"Glycerol-3-Phosphate Dehydrogenase/Dihydroxyacetone-3-Phosphate Reductase"...	2.8	1.4
146945	GPD1	"Glycerol-3-Phosphate Dehydrogenase/Dihydroxyacetone-3-phosphate Reductase"...	3.6	4.1
182461	GLD2	"glucose-6-phosphate dehydrogenase"...	2.3	4.1
191987	ARG1	"N-acetyl-gamma-glutamyl-phosphate reductase"...	2.8	0.8
R:191668/1	ICL1	"isocitrate lyase"	0.1	-5.8

### Sulfur stress

Under sulfur starvation 813 genes showed a differential gene expression. 300 genes were down-regulated by at least 2-fold whereas around 100 genes were at least 2-fold up-regulated. Comparison between first generation and new microarray data derived from sulfur starvation experiments showed high similarities for many genes regarding changes in their differential gene expression pattern (for details see additional file 4, Table S4). We confirmed the up-regulation for several sulfate transport systems and induction of several stress response systems (Table 2). As shown in Figure 4 we were able to confirm the increased gene expression of two major aryl sulfatases (*ARS1 *and *ARS2*). Probe specificity for the other ARS enzymes could be confirmed but no increased gene expression was detectable. It should be noted that for ARS6, no probes were designed, since this gene has not yet been annotated at the time of the experiment. The extracellular proteins *ECP88*, *ECP76*, *SLP3 *(Sulfate binding protein), *SUA *(Chloroplast sulfate transporter) *STL1 *(sodium/sulfate co-transporter) and *SIR1 *(ferredoxin sulfite reductase 1) also showed an up-regulation for all determined and tested probes. Similar to the experiments with nitrogen starvation, most photosynthetic related genes were down-regulated however for several proteins involved in light harvesting and light quenching (*LHSBM9, LHCSR1, LHSCR3.1 *and *LHSCR3.2*) we could confirm an increase in transcript levels during all 4 time points.

**Table 2:** Comparison between RNA seq [16] (24 h) and microarray data for *Chlamydomonas reinhardtii *cultures incubated under sulfur starvation conditions For microarray data average values for the genes during 96 h starvation are displayed (24 h, 48 h, 72 h, 96 h).

Reporter Identifier	Reporter Name	Reporter Description	Log 2 ratio microarray	Log 2 ratio RNA seq
	**sulfur related genes**			
59800	SUOX1	"sulfite oxidase"...	3.5	2.0
205505	SLT3	"sodium/sulfate co-transporter"...	-4.5	-1.8
205506	SLT2	"sodium/sulfate co-transporter"...	2.1	-1.7
205507	SLT1	"sodium/sulfate co-transporter"...	3.1	6.9
206159	SIR1	"ferredoxin-sulfite reductase"...	1.7	2.0
55757	ARS2	"periplasmic arylsulfatase"...	5.4	8.2
205501	ARS1	"periplasmic arylsulfatase"...	4.3	6.3
133924	ATS2	"ATP-sulfurylase"...	4.0	2.8
175651	OASTL1 changed to ASL1		-1.2	-0.3
				
137329	ECP88	"88 kDa extracellular polypeptide"...	5.6	13.4
130684	ECP76	"76 kDa extracellular polypeptide"...	5.5	10.7
				
	**photosynthetic genes**			
182015	PSBX	"4.1 kDa photosystem II subunit"...	-3.1	-0.9
193847	PSAO	"Photosystem I subunit O"...	-3.5	-1.4
182959	PSAH	"Subunit H of photosystem I"...	-3.1	-1.4
187195	PRPL29	"Putative chloroplast ribosomal protein L29	-7.0	-2.3
				
184730	LHCSR3	"Stress-related chlorophyll a/b binding protein 3"...	3.9	2.3
184731	LHCSR2	"Stress-related chlorophyll a/b binding protein 2"...	2.4	2.1
184724	LHCSR1	"stress-related chlorophyll a/b binding protein 1"...	5.5	1.8
184479	LHCBM9	"chlorophyll a-b binding protein of LHCII"...	5.8	10.0
205757	LHCBM8	"chlorophyll a-b binding protein of LHCII"...	-2.8	-0.5
184071	LHCBM7	"chlorophyll a-b binding protein of LHCII"...	-2.6	-0.9
191690	LHCBM4	"chloropyll a-b binding protein of LHCII"...	-2.9	-0.3
184397	LHCB5	"minor chlorophyll a-b binding protein of photosystem II"	-3.2	-2.0
187025	LHCA8	"light-harvesting protein of photosystem I"...	-2.9	-1.3
183363	LHCA7	"light-harvesting protein of photosystem I"...	-3.5	-1.1
186299	LHCA5	"light-harvesting protein of photosystem I"...	-3.5	-1.4
184471	LHCA1	"light-harvesting protein of photosystem I"...	-3.1	-1.3
				
	**other genes**			
189430	CCP1	"low-CO2-inducible chloroplast envelope protein"...	-2.5	-0.7
194325	LCI33	"low-CO2-inducible protein"...	-2.3	1.7
55019	LCI1	"low-CO2-inducible membrane protein"...	-2.1	-2.9
				
97127	EFG1	"chloroplast elongation factor G"...	-2.9	-0.6
135322	CSP41b	"chloroplast stem-loop-binding protein"...	-2.5	0.4
205573	CSP41a	"chloroplast stem-loop-binding protein"...	-2.2	0.0
141844	CDJ4	"chloroplast DnaJ-like protein"...	2.6	0.8
				
134235	ATPC	"chloroplast ATP synthase gamma chain"...	-2.4	-0.4
81427	81427/1	"Chloroplast SRP54 Subunit of Signal Recognition Particle"...	2.2	-1.7
174103	IPY3	"soluble inorganic pyrophosphatase"...	-2.3	-2.8
148916	ELI3	"Early light-inducible protein"...	2.0	2.9

**Figure 4:**
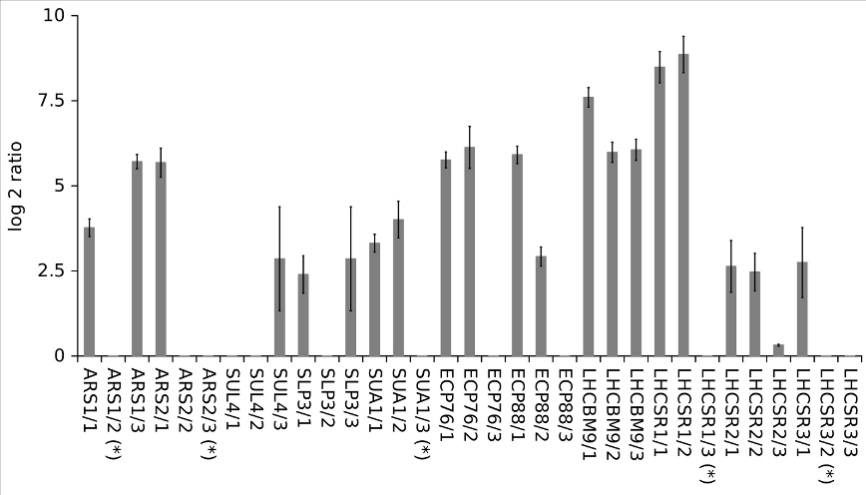
**Expression level for known sulfur induced genes in *Chlamydomonas reinhardtii*, displayed are the average values for 4 time points (24 h, 48 h, 72 h, 96 h) for the independent probes which showed a significant increased Log2 ratio for all time points**. Probes marked with a star are not specific for the transcript model.

Overall, we found the majority of the genes (60%) previously described to be induced or repressed by sulfate starvation with the same expression pattern [16]. Variations can be explained by the different time scale of sample harvesting and different growth conditions which could also lead to secondary effects like phosphate limitation. Differences in the log2 ratios between RNA-seq data and microarray data are most likely a result of the higher dynamic range of the RNA-seq data, since saturation effects, which can occur for highly expressed genes on microarrays, are not expected.

Combing the array data sets derived from the two starvation experiments we identified several genes, which showed an increased or reduced transcript level under both nutrient stress conditions (additional file 5, Table S5). Most of these genes are either of unknown function or are reported to be involved in transport or metabolism.

### *LHCSR3 *knock out detection

To analyze the specificity of the array system we used the knock out mutant *npq*4 (kind gift of Prof. Krishna Niyogi, University of California), which has been previously shown to be deficient in the *LHCSR3 *gene transcripts [38], to check if we can detect the genotype on the RNA level. It is known that the *LHSCR1*, *LHCSR3.1 *and *LHSCR3.2 *gene expression is enhanced under sulfur starvation and/or during hydrogen production induced by sulfur deprivation [23]. Therefore, we analyzed the transcript level for *npq*4 and the parental strain *4A+ *under sulfur starvation. The expression rates under sulfate starvation increased for all three transcripts in the wild type, but no gene expression was detectable in the *npq4 *mutant in the *LHCSR3.1 and LHSCR3.2 *isoforms, as expected (see Figure 5). For this reason, we can state a high specificity for our designed probes regarding the *LHCSR *transcripts and in combination with the analyzed nutrient starvation experiments a good usability of our microarrays. Comparison with WT *cc3491 *grown under sulfur deprivation, showed no significant changes regarding the normal response to sulfur starvation.

**Figure 5:**
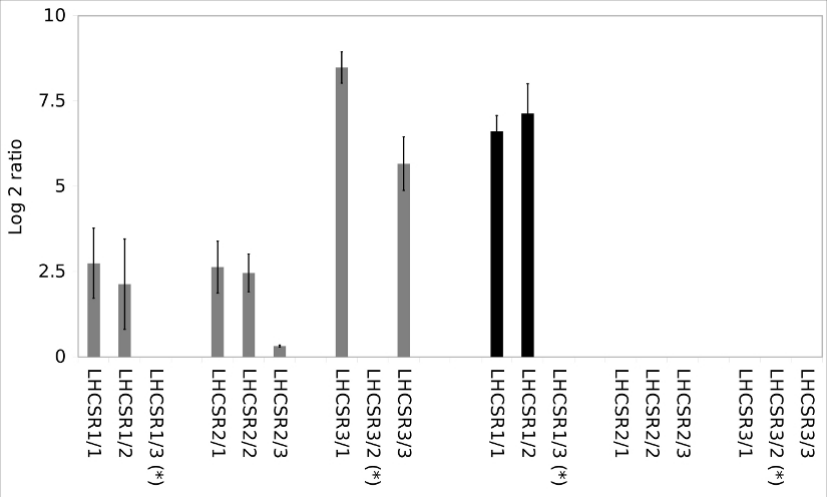
**Characterization of the expression level of *lhcsr *transcripts during sulfur starvation *Chlamydomonas reinhardtii *in *4A*+ (grey) and *npq4 *(black)**. Displayed are average values for the transcripts during 96 h starvation. Microarray data are mean values over all time points: 24 h, 48 h, 72 h, 96 h) of sulfur starvation. Probes marked with a star are not specific for the transcript model.

## Discussion

In this work we successfully designed and tested a novel microarray platform for *Chlamydomonas reinhardtii*. We were able to determine unique sequences for most (93%) of the transcript models obtained from the *Joint Genome Institute *data base version JGI 3.1. For a small number of transcript models (7%) we could not identify a specific gene sequence and consequently these genes cannot be analyzed with the current microarray. We confirmed the specificity for 11000 probe sets with the current annotation (AUGUSTUS 10.2). We tested our microarray with RNA samples from cultures grown under different nutrient stress conditions and compared our data with recent publications. By doing this, we could confirm with our new system previously published changes in gene expression during nutrient starvation for many genes and hereby proved that this newly designed array is very useful for general transcription analysis. In addition, RNA amplification enabled us to detect several low abundant regulator genes expressed under nutrient starvation with the acquired data being in good accordance with previously published RNA-seq and microarray data [16,17]. Microarrays are cheap and reliable tools for monitoring transcript changes, and although RNA-seq methods may allow a more detailed view inside the transcriptome, the lower costs, the high reproducibility and the established analysis systems advantages microarrays for routine applications. Therefore, one can now choose the platform, which provides the best conditions for the individual experiment.

In functional tests of the microarrays we were able to show, besides proof of functionality for the analysis of differential gene regulation under nutrient stress conditions, the deletion of the *LHCSR3.1 *and *LHCSR3.2 *in the knockout strain *npq4 *[38] . This result let us conclude that the platform is sensitive to investigate knock out or knock down strains. The successful confirmation of the lack of the corresponding transcript and of induction of expression under sulfur stress for *LHCSR3.1/LHCSR3.2 *clearly proved the suitability of the array for the analysis of gene deletions. Furthermore, as the probes did not show any cross hybridization or increased unspecific binding, the specificity of the designed probes has clearly been demonstrated in this work. Intriguingly, the *LHCSR1 *genes did not show an up-regulation during nitrogen starvation in our work, thus confirming previous experiments [17].

Under nutrient starvation the first response of the cells is an up-regulation of transport systems required for the specific nutrient. We were able to prove gene expression of such transporters for both, nitrogen and sulfate starvation as well as the increased expression for other nitrogen and sulfate specific genes. Both starvation conditions resulted in an increase of transcript levels already after 12 hours of nutrient depletion. These higher levels of transcription rates were consistent throughout the whole time of the experiment. Differences between our and previous studies [16] could be a result of the longer starvation period and use of different *Chlamydomonas *strains *cc125 *and *cc3491 *instead of *D66*, *ars11, 21gr*. Additionally we included into our analysis just those genes with an up-regulation monitored within all time points. Therefore, differences in gene expression level and the number of genes vary.

## Conclusion

In summary, our data proved a high sensitivity of the array as a precondition for further detailed and advanced transcript analyses of mutant *vs *wt strains in *C. reinhardtii*. With probes for 14557 transcript models (11000 in AUGUSTUS 10.2) our new array offers a very good coverage of the *Chlamydomonas *genome. It is noteworthy that current genome annotation predictions estimate around 12000-17000 gene models, so most likely some transcript models are still missing on the platform, however an updated version of the array can easily be established in the future.

## Methods

### Genome annotation and Probe design

DNA sequences for around 15000 predicted transcript models were obtained from the *Joint Genome Institute *(JGI 3.1 and AUGUSTUS 5.0 http://genome.jgi-psf.org/chlamy/chlamy.home.html) and several new proteome findings were included. Oligonucleotides that represent the transcriptome of *C. reinhardtii *were designed using Agilent array probe design software (ARRAY EXPRESS^©^, see https://earray.chem.agilent.com/earray/) and an open source program (PROMIDE^©^, CeBiTec, Bielefeld). A third probe per transcript was added, which was designed based on the first microarray platform [2]. In summary we used three independent probes per transcript. The expected melting temperature and the G+C content for all probes were determined as described in [39]. The microarrays were produced by *Agilent^© ^*and are available under the array number 024664. The determined probe sequences were mapped to the newer transcript models using BLAST alignments [40]. A probe with a sequence aligning perfectly to only one transcript sequence, not aligning to any other transcript sequence while allowing for up to 3 mismatches, was considered specific to that transcript model.

The *Chlamydomonas *full genome microarray (*Agilent^© ^*no.: 024664) matrix, sequences, row data and normalized data are deposited in the GEO database http://www.ncbi.nlm.nih.gov/projects/geo/ with the accession number (GSE33042).

### RNA preparation

Samples taken from bioreactors (300 mL) were immediately centrifuged 83000 *g*, 2 minutes at room temperature). Fresh cell pellets were lyzed immediately with RNA Lysis Buffer and RNA was isolated as previously described [20].

### Microarray preparation and data acquisition

*C. reinhardtii *microarray slides (Agilent^© ^4 × 44 k, no: 024664) were used for the transcript analysis. RNA labeling (Quick RNA amplification and labeling kit; *Agilent*) and microarray hybridization (16 h at 60°C) were carried out according to the supplied manual.

### Microarray scanning and data analysis

The microarrays were washed after hybridization according to the Agilent^© ^manual, dried in a centrifuge and scanned with a 5 μm resolution in a high resolution Agilent^© ^DNA microarray scanner. Data extraction was achieved using the feature extraction software (10.7.3.1; Agilent^©^) and data were normalized and analyzed using EMMA2, an open source software application for microarray data analysis [32,41]. We used a robust normalization method (lowess) and we performed significance tests within all experiments and considered only those probes showing a significant change in their expression (p-values smaller than 0.05). To account for the multiple testing situations, all computed p-values were corrected using the method of Holm-Bonferroni [32,41]. To further limit our result set, we included in our analysis only those genes that showed at least a two-fold up- or down-regulation.

### Strains

The following *C. reinhardtii *strains were used: wild type *cc125 *and *cc3491*. The non-photochemical quenching mutant npq4 was generated by insertional mutagenesis [38], resulting in a knockout of the *LHCSR3.1 *and *LHCSR3.2 *genes [33]. The *4A+ *wild-type strain [42] was used as the control in experiments involving npq4.

Cultures were grown in normal TAP media till early stationary phase and re-suspended after washing (3 times) in TAP minus S or N media and cultivated for 96 h under constant light (200 μE m^-2 ^s^-1^).

### Samples collections

Samples from *C. reinhardtii cc3491 *from five time points were collected at 0 h, 24 h, 48 h, 72 h and 96 h after sulfur/nitrogen starvation (T0, T1, T2, T3 and T4 respectively). Reference samples (T0) were harvested from early stationary phase cultures of the corresponding strain before starvation. *npq4 *and *4A+ *were cultivated under sulfate starvation conditions and samples were taken every 24 h for 96 h.

## Authors' contributions

JT carried out the microarray design, the sulfur stress experiments and drafted the manuscript. SPA and AG performed the statistical analysis, SA carried out the sequence alignment. MIR and KR participated in the sulfur and nitrogen stress experiments. OK conceived of the study, and participated in its design and coordination and helped to draft the manuscript. All authors read and approved the final manuscript."

## Supplementary Material

Additional file 1 **Table S1:Transcript specific sequences for the new *Chlamydomonas reinhardtii *full genome microarray**. Probe identifier, probes sequence and origin for the *Chlamydomonas reinhardttii *4*44 K Agilent microarray. Click here for file

Additional file 2 **Table S2. Confirmation of the Sequence specificity compared to the newest annotation (Augustus 10.2)**. Specificity for 60 mer oligonucleotides designed for the Chlamydomonas reinhardttii 4*44 K Agilent microarray with three replicates per transcript model in comparison to AUGUSTUS 10.2 annotation (Description: single: Probe is specific for one specific transcript in the used annotation version, multiple: Probe is not specific to one transcript, but to multiple transcripts in the used annotation version. None: probe is not specific to any transcripts in the used transcriptome version.). A summary for all transcript models with the corresponding specific probes (up to three independent probes per transcript) is given in a second Table. Click here for file

Additional file 3 **Table S3. Gene expression of *Chlamydomonas reinhardtii *under nitrogen starvation**. Comparison between RNA-seq [17] (48 h) and microarray data for *Chlamydomonas reinhardtii *cultures incubated under nitrogen starvation conditions (24 h, 48 h, 72 h, 96 h). Click here for file

Additional file 4 **Table S4. Gene expression of *Chlamydomonas reinhardtii *under sulfur starvation**. Comparison between RNA-seq [16] (48 h) and microarray data for *Chlamydomonas reinhardtii *cultures incubated under sulfur starvation conditions (24 h, 48 h, 72 h, 96 h). Click here for file

Additional file 5 **Table S5. Gene expression of *Chlamydomonas reinhardtii *under nutrient starvation**. Transcript levels for genes with differential expression in *Chlamydomonas reinhardtii *cultures incubated under sulfur and nitrogen starvation conditions (24 h, 48 h, 72 h, 96 h). Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

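RNA of *C. reinhardtii* was measured on 8 arrays of the 2-colour Agilent design described in the paper. The replication experiment comprised 6 arrays with T0 RNA of the wild type cc3491 in Cy3 and sulfur-starved RNA in Cy5, and the dye test 2 arrays with RNA of the wild type cc125, labelled as the same sulfur-starved RNA in both channels. Condition, replicate number and channel were taken from the sample labels and the paper. The arrays of the nitrogen and sulfur time courses and of the *npq4* mutant are not analysed here.

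The authors deposited the scanner output as processed by Feature Extraction. The intensity of each spot in both channels had been corrected for background, for trends across the array and for dye by the software, and a value not above background had been replaced by a substitute from its error. The same files hold the authors' uncorrected median spot and local background intensity, log10 ratios of Cy5 over Cy3 and marks per spot. The deposited value table of the whole series holds 1 column per array, which on comparison was the log10 ratio of Cy5 over Cy3 from the same files. It was multiplied to the log2 scale and used as an alternative. Every column of values for a single sample in these files was matched to its sample.

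The main values were log2 ratios of the corrected intensities, normalized by loess within each array in limma 3.58.1 (R 4.3.3). The paper's methods state lowess normalization, Holm-Bonferroni correction at 0.05 and a change of at least 2-fold, and these were followed. Control spots and spots marked as uneven or as outliers among the spots of their probe were left out, saturated spots were kept, and the spots of a probe were averaged. A probe was tested when it was well above background in at least 1 channel on at least 4 of the 6 arrays. limma's moderated test compared the mean log2 ratio of the 6 arrays with 0. The ratio of each array already pairs the starved with the T0 RNA. If some of the 6 arrays are technical replicates, as the paper states, the number of independent samples is smaller than 6 and the adjusted p-values are too small. For the dye test the log2 ratio of the corrected intensities was used without loess, over probes well above background in at least 1 channel on the array. The 3 probes of a transcript model were kept apart.

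The following was fixed before the data were examined. Named genes were those of the paper's Table 2 and Fig. 4 with a JGI identifier, by probe 1, *NAB1*, and up to 5 called probes with the largest rise and the largest fall that changed in the same direction on all 6 arrays. Probes carry the JGI identifiers of the array design. Gene names come from the paper's tables, and 12302 of the 14557 identifiers were found as older locus names in the NCBI annotation of the v5.5 assembly, whose coordinates were not used. Alternatives for background correction (normexp with an offset of 50, or none), normalization, filter, multiple testing, size of change, test, slide, dye effect, replicates and marked spots were also listed beforehand, and the closing section gives their effect. Where mean spot intensities had been planned, median spot intensities were used, the uncorrected spot intensities that the files hold. Settings that leave out arrays 1 and 2, subtract the first dye-test array alone or drop the test were added after seeing the data, as were further settings for the variation of the log2 ratio and one that leaves out saturated values of the probes spotted 7 times. In the settings that leave out arrays, the tested probes were those of the full set.

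No read depth applies to arrays. Signal over background sets the precision, and the number of probes well above background ranged from 2180 to 24466 on the 6 arrays of the replication experiment and was 40518 and 43062 on the dye-test arrays. Slides were compared as batches. Both groups lie on every slide of the replication experiment, since each array holds both, and slide was fitted as a random block as an alternative. The steps were tested on simulated data. With noise drawn from the spread of the 6 arrays over 16718 probes, 125 of 200 probes changed by 2 or 3 log2 units were called with Holm adjustment and 187 with Benjamini-Hochberg adjustment, with 0 and 2 false calls. With the spread of arrays 3 to 6 over 16721 probes the numbers were 99 and 180, with 0 and 2 false calls. The simulation gave every array the full change and noise that was independent between arrays. Arrays at background and technical replicates were not simulated. These numbers therefore do not measure how many true or false calls the real arrays give.

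The paper's Tables S1 and S2 are not used here, and no check of G+C content was made. Tables S3, S4 and S5 were compared by probe identifier. Figures were drawn with matplotlib 3.10.9 in Python 3.11.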

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

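The tests of explanations in this part were chosen after the values were seen. For 46 values measured on each of the 6 arrays of the replication experiment (numbers of probes above background, spread, correlation, variation between spots and the log2 ratios of the named genes that were tested), the gap of the highest or lowest array to its neighbour was divided by the range. In 4 of them 1 array stood apart by Dixon's criterion for 6 values. Chance alone sets 1 array apart in about 1 of 20 such groups, so that several of the 4 can be chance. The arrays differ by slide and by labelled starvation time, and no biological explanation was tested.

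The variation between the spots of the probes spotted 7 times was lower on array 6 than on the others, with a median coefficient of variation of 6.99% against 11.2% to 12.6%, and the gap made up 0.75 of the range. With the median intensity minus local background array 6 was again the lowest, with 8.25% against 10.3% to 16.5%, but its gap made up 0.248 of the range, which is not beyond the criterion, so the choice of signal may account for its distance from the others. Saturated spots cannot be told apart as a further source, since without the values that include one the gap made up 0.58 of the range, close to the criterion, and array 6 was still the lowest with 6.41% against 10.0% to 12.6%.

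For *OASTL1* (model 175651, probe 1) array 5 had a log2 ratio of -0.70, while the other 5 arrays lay between -0.01 and 0.12, and the gap made up 0.846 of the range. The difference of array 5 from the mean of arrays 3, 4 and 6 was -0.77 for this probe, -0.17 for probe 2 and -0.22 for probe 3 of the same model. Noise of a single spot and a lower level on array 5 cannot be told apart, since all 3 probes were lower there, but by different amounts.

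For *LHCA1* (model 184471, probe 1) array 1 had a log2 ratio of -0.32, with 0.06 to 0.25 on the others, and the gap made up 0.678 of the range. For probe 3 of model 195352, which was called, array 1 had 1.71, with 1.28 to 1.44 on the others, and the gap made up 0.632 of the range. Both probes were well above background on all 4 of arrays 3 to 6 and not on array 1, so a signal at background on array 1 may account for both.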

How the results depend on the processing

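Every alternative listed before the data were examined was run. The settings on arrays 3 to 6 alone, on the first dye-test array alone and without a test were chosen after seeing the data. Where no cause is given, the cause was not tested.

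The 6 calls with Holm adjustment, 2 higher and 4 lower, became 1 (higher) with normexp and loess, 1 (higher) without background correction, 3 (all lower) with median centring, 2 (both lower) with a 4-fold minimum, which is a stricter rule, and 3 with a one-sample test without moderation. With Benjamini-Hochberg adjustment there were 72 calls. Subtracting the mean of the dye-test arrays gave 386 calls, and subtracting the first dye-test array alone gave 19, so that most of the 386 come with the second dye-test array. In both settings the same values leave every array, and the error of the dye-test arrays does not enter the test. Leaving out 1 array at a time gave between 1 call (without array 5 or without array 6) and 9 calls (without array 2). Averaging the arrays in pairs gave 0 calls by limma in all 15 pairings, while between 2075 and 5569 probes had an unadjusted p under 0.05. There only 3 values per probe are left. On arrays 3 to 6 alone there were 252 calls, 1534 with Benjamini-Hochberg adjustment and 259 with the first dye-test array subtracted. Counts within 1.5 times of 6 came from processed signals without loess (6, of which 5 shared), the authors' value table (6, of which 5 shared), no filter (4, all shared), both channels above background on all 6 arrays (4 of 553 probes tested, 0 shared), no minimum change (6), slide as a random block (5), the dye-test arrays fitted together (7, of which 1 shared) and marked spots kept (6). No paired analysis was possible because each array holds both RNA samples and the array is itself the pair.

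The median variation over called probes, 12.0% in the main setting, was 19.0% with normexp (1 probe), 18.4% with both channels above background, 30.9% with Benjamini-Hochberg adjustment, and between 5.44% and 9.75% when 1 array was left out. On arrays 3 to 6 it was 4.29% over called probes and 7.36% over probes changed at least 4-fold without a test. Without a test it was 77.7% over 2-fold changed probes on 6 arrays. Further settings, added after seeing the data, moved it by less than its spread, to between 9.57% and 14.3%. They were no background correction, median centring, the test without moderation, slide as a random block, no minimum change, subtraction of both or of the first dye-test array, marked spots kept, and Benjamini-Hochberg adjustment on arrays 3 to 6. The median correlation of 0.0306 between arrays was 0.440 after subtraction of the dye test, where subtracting the same values from every array adds a shared part, and 0.763 on arrays 3 to 6. Over the 553 probes above background in both channels on all 6 arrays it was 0.246, and arrays 1 and 2 correlated there at 0.951 with each other. The median lay between 0.0284 and 0.760 when 1 array was left out, with 0.760 without array 1 and without array 2.

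The SD of the dye test changed by less than the difference between its 2 arrays under each of its 6 alternatives. The interquartile range of the second array, 0.865, fell to 0.145 with normexp, below the 0.174 of the first. Its share of probes beyond 2-fold, 20.9%, was 46.2% with uncorrected median intensities and 38.7% with local background subtracted, where the median of the log2 ratio is itself above 0, and 9.51% with normexp. The correlation of 0.213 between the dye-test arrays was reversed to -0.0941 over probes above background in both channels on all arrays, and that of 0.188 between the dye test and the replication experiment was 0.0447 there. The correlation between probes 1 and 2 of a transcript model, 0.771, was 0.499 without the filter on dim probes and 0.851 on arrays 3 to 6. The correlation of 0.101 with the nitrogen column of Table S5 was 0.153 with normexp. The median coefficient of variation of the spike-in probes, 5.47%, was 12.4% with the median intensity minus local background. The values for the probes spotted 7 times, also without saturated values (10.4%, chosen after seeing the data), for the probes above background and for Tables S3 and S4 moved by less than their spread.

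Of 39 named probes that were tested, 6 were called, and these 6 were named because they were called. Of these 6, 1 call was lost without loess, 6 with normexp, and between 2 and 5 when 1 array was left out. With the dye test subtracted 2 of the 6 were called again, 2 were lost, and 2 (158519/3 and 152047/1) were not tested for want of a value on the first dye-test array. The subtraction added 7 calls among the named probes without a change of sign. *CSP41a*, at -0.05 in the main setting and -3.14 on the second dye-test array, was reversed and called at 1.48. Arrays 3 to 6 alone lost 2 calls and added 3 (*LHCSR1*, *NAB1* and *IPY3*, all lower), and none of the 6 probes changed its sign in the settings in which it was tested. Signal over background limits all results of the replication experiment, since arrays 1 and 2 had at most 2463 probes above background.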

Differences from the paper's values

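The paper gives a variation of the log2 ratio of 20% to 35% over all differentially expressed genes and does not define it in its text. Taken as SD over the size of the mean, it ranged here from 5.92% to 15.3% over the 6 called probes. The alternatives set for this value before the data were examined were normexp, no loess, the authors' value table, no filter, both channels above background on all 6 arrays, a 4-fold minimum, Benjamini-Hochberg adjustment and leaving out 1 array. Among these, the lowest value was within 1.5 times of the paper's 20% with normexp (19.0%) and with both channels (14.75%), and not with the others. The highest value was within that range of the paper's 35% with Benjamini-Hochberg adjustment (44.8%), where the median of 30.9% also lay inside the paper's range, and not with the others. None of these reached both ends. Without background correction, a setting chosen for this value after seeing the values, the 1 called probe had 13.8%, within 1.5 times of the paper's 20%.

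The lowest mean log2 ratio is about -6.0 in Fig. 3, read by eye, and was -3.25 ± 2.53 (SD, n = 6 arrays) in the main setting, for probe 2 of model 188728. The legend names the ratio as Cy3 over Cy5. In that direction the lowest mean was -3.36 ± 2.5, for a probe with no T0 signal well above background on arrays 3 to 6, and the highest 3.25. Among the alternatives set before the data were examined, the value lay within 1 SD of the paper's with the dye test subtracted (-6.30), without array 1 (-3.91) and without array 2 (-4.11), and not with the other settings compared, which used normexp, no background correction, no loess, median centring, the authors' value table, no filter, both channels, marked spots kept or 1 of arrays 3 to 6 left out. On arrays 3 to 6 alone, chosen after seeing the values, the lowest mean was -5.08 ± 0.36 and the highest 4.93 ± 0.69, beside about 4.9 in Fig. 3, read by eye, for the highest. The probe with 4.93 had no Cy3 signal well above background on these arrays, so that its ratio has no measured T0 level. With the dye test subtracted, which includes the second dye-test array, the highest mean was 3.69. It lay more than 1 SD from the paper's 4.9. In the main setting the highest mean was 3.36, within 1 SD of that value.

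The distribution of the dye test in Fig. 2 is about 0.2 wide at 50% of its height, read by eye. On the log2 scale that the paper's text names, the width was 0.64 on the first array and 0.98 on the second. On the log10 scale, in which Feature Extraction writes its ratios, it was 0.193 and 0.296, both within 1.5 times of the paper's value. Among the alternatives set before the data were examined, normexp with loess brought the first array to 0.27 on the log2 scale, within 1.5 times of the paper's value. Uncorrected median intensities, local background subtraction, loess on the processed signals, no filter and the filter on both channels did not do so for either array, and normexp gave 0.059 on the second.

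The paper describes the 6 data sets as highly similar. Their median correlation across probes was 0.0306, and that of arrays 3 to 6 alone, chosen after seeing the values, was 0.763. The paper puts the variation of its internal control probes under 10% in every experiment. For the probes spotted 7 times, which need not be the paper's control probes, 78 of 176 coefficients of variation were under 10%, and 69 of 176 with the median intensity minus local background. Without the values that include a saturated spot, a setting chosen after seeing the values, the numbers were 70 of 147 and 41 of 147. The paper describes the labeling as nearly identical with both dyes. A difference of more than 2-fold between the channels was found for 0.48% of the probes on the first dye-test array and for 20.9% on the second, and with normexp for 0.0385% and 9.51%. A wrong label of the second array is not excluded by its values, so that its share does not measure the dyes alone.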

Other observations

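Of the tests in this part, those of a sample exchanged between the 2 groups, of noise between spots on the second dye-test array, of the contrast of the replication experiment on that array and of the values shared between Tables S3 and S4 and Tables 1 and 2 were chosen after the result was seen, as were the signs of genes above background in both channels, the comparison with Table 1 and the settings on arrays 3 to 6 alone. Correlations are across probes, which are not independent replicates. Arrays 1 and 2 are samples picked out by their brightness and not a condition, and no biological explanation was tested for them.

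Arrays 1 and 2 of the replication experiment had 2180 and 2463 probes well above background, against 16825 to 24466 on arrays 3 to 6. A failure of the whole hybridisation or scan is argued against by the spike-in probes, which were brighter than on arrays 3 to 6 by a median of 1.12 on the log2 scale in Cy3 and 1.79 in Cy5, while probes above background on arrays 3 to 6 were dimmer by medians of -5.52 and -7.08. An exchange with a dye-test array cannot be judged from brightness. The dimmer dye-test array had 92.7% of its probes above background, but an exchange does not predict how bright that array would be. Whether the bound RNA was of another kind stays open. Over the 1076 probes above background in Cy3 on both dim arrays, the brightness had a median Spearman correlation of 0.342 with arrays 3 to 6, where these correlated at 0.988 with each other and the dye-test arrays at 0.89 with them. Over the 16393 probes above background in Cy3 on arrays 3 to 6 the median was 0.0512. The 2 dim arrays correlated at 0.919 with each other over the same 1076 probes, so that their brightness followed an order of its own. The log2 ratios of probes 1 and 2 of a transcript model correlated at 0.697 across 222 models on array 1 and at 0.597 across 175 on array 2. Unspecific binding as the only cause is argued against by these values, for the models compared. Unspecific binding with a little labelled RNA, and other RNA, could each leave such values. They cannot be told apart here, since few probes rise above background.

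The 6 calls of the replication experiment need all 6 arrays to go the same way. The channels were exchanged in the calculation for every combination of arrays, and 2 of the 32 assignments, the real one included, gave at least 6 calls, so that chance cannot be excluded. The other one exchanged arrays 3 to 6 against arrays 1 and 2 and gave 7 calls. On arrays 3 to 6 alone, 1 of 8 assignments, the real one, gave as many calls as the 252, and with 8 assignments the share cannot fall under 0.05. The 2 dim arrays may explain the large variation of the replication experiment. Over probes changed at least 2-fold without a test, the median variation was 14.6% on arrays 3 to 6 and 77.7% on 6 arrays.

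Arrays 1 and 5 share a labelled time of 24 h in the description, and arrays 2 and 6 one of 48 h. These pairs had a mean correlation of 0.0155, against 0.514 for the other pairs between slides (exact permutation test over 180 assignments of the times, one-sided, p = 0.978). Both pairs contain a dim array, so that the times of titles and descriptions cannot be told apart. The Cy5 channel of arrays 5 and 6 was dimmer than that of arrays 3 and 4, with median spike-in intensities of 105 to 130 against 1032 to 1170. The slopes of the log2 ratios of arrays 5 and 6 on those of arrays 3 and 4 were 0.866, 0.948 and 0.924 for the dimmest, middle and brightest of 3 equal groups of probes. Compression of dim probes by the dim channel could lower the slope in this way, and cannot be told apart from noise, which also lowers a slope, since the correlation was lower in the dimmest group too (0.693 against 0.902 and 0.888).

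On the second dye-test array, 20.9% of the probes differed by more than 2-fold between channels labelled as the same RNA, and 9.51% with normexp. Noise between spots is argued against by the probes spotted 7 times, whose spots had a median SD of the log2 ratio of 0.0754. A dye difference that depends on brightness is argued against by the SD of 0.973 that remained after loess, and a dye effect that depends on the probe sequence by the correlation of probes 1 and 2 of a transcript model, which was higher than on the first array by 0.561. At 0.801 it was above the 0.665 to 0.74 of arrays 3 to 6, as different RNA in the 2 channels would need. A hypothesis is that the 2 channels may have held starved and unstarved RNA. The paper's Table S3 is captioned as nitrogen starvation and bears on sulfur only if its caption is exchanged with that of Table S4. Over 790 probes of Table S3 outside Table 2, the log2 ratios correlated with the paper's values at 0.556 (Spearman 0.498). The first dye-test array gave 0.223 there, and the second gave 0.153 with Table S4. Of the 38 genes of Table 2, 36 had the sign of the paper's value, and 33 of these by at least 2-fold, for example *LHCSR1* with 5.34 (paper's value 5.5), *LHCBM9* with 4.30 (5.8) and *SLT3* with -4.69 (-4.5). *LHCSR2* with -1.32 and *LHCSR3* with -2.12 had the opposite sign. Whether the contrast is that of the replication experiment stays open. Of the 252 probes called on arrays 3 to 6, 71.4% had the same sign, which lies between an even split and a match, and of 147 probes changed at least 2-fold in both, 30 went opposite ways. The strain also differs between the 2 experiments. A wrong label or a mixed sample is not excluded by these values, and the array was kept as labelled. The paper does not report this.

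The arrays labelled sulfur-starved against T0 that were bright (arrays 3 to 6) related weakly to the paper's sulfur values. Their mean log2 ratio had the sign of the paper's value for 21 of the 38 genes of Table 2, and *LHCSR1*, for which the paper's value is 5.5, was at -3.88 ± 0.11 (SD, n = 4 arrays), and its probes 184724/2 and 184724/3, looked at after this value was seen, at -3.64 and -3.03. *NAB1* was at -2.73 ± 0.10, *IPY3* at -2.64 ± 0.11 (paper's value -2.3) and *SLT1* at 1.95 ± 0.20 (paper's value 3.1). The genes *ARS1* and *ECP88*, raised in the paper's experiment, were not well above background by probe 1 on any of these arrays. *ARS2* (paper's value 5.4) was well above background by probe 1 on array 4 only, in both channels, and was at -0.38 there. *ECP76* (paper's value 5.5) was at 4.45 and 3.66 on arrays 3 and 4, on which its Cy5 signal was well above background and its Cy3 signal was not. *LHCBM9* (paper's value 5.8) was at 1.63 and 1.23 on arrays 3 and 4, the arrays on which both its signals were well above background. A dye effect of single probes is argued against by a correlation of 0.0515 with the first dye-test array. Table S3 bears on sulfur only if its nitrogen caption is exchanged with that of Table S4. The first dye-test array, with the same RNA in both channels by its label, itself correlated at 0.229 with Table S3. A correlation of that size thus says little. This holds for the 0.293 of arrays 3 to 6 outside Table 2, and for the 0.222 over probes above background in both channels against 0.243 without a filter. The genes of Table 2 gave 0.0594. Of these genes, 30 were above background in both channels on all of arrays 3 to 6. On all 4 arrays, 12 of the 30 had the paper's sign, 3 of them with a mean change of at least 2-fold, and 14 had the opposite sign, 4 of them by at least 2-fold. Loss of the ratio in dim probes is argued against as the only cause by the 14, and an exchange of the dyes as the only cause by the 12. RNA of the nitrogen experiment is argued against as the only cause by the genes of Table 1, the paper's nitrogen table, of which 23 were above background in both channels, 9 with the opposite sign on all 4 arrays and 8 with the paper's sign. Over 34 of the 37 genes of Table 1 the correlation was 0.0268, and that with Table S4, which bears on nitrogen only if the captions are exchanged, was -0.0523. *GLN4* had no probe 1 on the array, and *PSBS1* and *PSBX*, which share an identifier, were left out. Of the 7 tested genes of Table 1 that changed at least 2-fold, 3 had the paper's sign, *LHCSR1* (paper's value -2.4), *NAB1* (-1.6) and *GPD1*, and 4 the opposite sign, *GLN3* with -1.53 (6.5), *PTB3* with -2.68 (3.8), *PTB5* with -1.99 (4.3) and *LHCBM3* with 1.10 (-2.0). Starvation time, culture, a wrong label and several causes together remain open and untested.

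Table S3 is captioned as nitrogen and Table S4 as sulfur starvation. Of the 38 genes of Table 2, the paper's sulfur table, 36 are listed in Table S3 by probe 1 and all 36 have the same value within 0.05. In Table S4, 12 are listed and 0 have the same value. Of the 37 genes of Table 1, 29 are listed in Table S4 and 25 have the same value. In Table S3, 15 are listed and 0 have the same value. These shared values argue against the captions as printed, and an exchange of the 2 captions would account for them. The arrays alone do not decide it. The mean of the 6 arrays correlated at 0.253 with Table S3 and at -0.0356 with Table S4, and that of arrays 3 to 6 at 0.262 and -0.0523, but the first dye-test array gave 0.229 and 0.0899. The second dye-test array gave 0.586 and 0.153, but a wrong label of it is not excluded.

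For its starvation experiments the paper reports probes above background, good concordance of the newly designed probes and lower log2 ratios of the third probes. In the replication experiment the median number of probes above background was 17509 per array, or 20181 over arrays 3 to 6. The mean log2 ratios of probes 1 and 2 of a transcript model correlated at 0.771 across 4642 models, those of probes 1 and 3 at 0.627 across 3366 and those of probes 2 and 3 at 0.610 across 3045. On arrays 3 to 6, for 316 models with probe 1 changed at least 2-fold, by a median of 1.37, probe 3 had a median of 1.04 in that direction and the same sign in 88.6%. For 444 models compared in the same way, probe 2 had a median of 1.3 beside 1.39 for probe 1, and the same sign in 95.0%.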
